A study of Rattus norvegicus with 20 samples. Its data were reported in "ACTH and PMX53 recover synaptic transcriptome alterations in a rat model of infantile spasms" (2018).

How the data were processed

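The arcuate nucleus of the hypothalamus was profiled in 20 male rats from 5 groups of 4. SNS rats were exposed to saline before birth, had no spasms and received saline. BNS rats were exposed to betamethasone, a synthetic glucocorticoid, before birth, had no spasms and received saline. BYS, BYA and BYP rats were exposed to betamethasone before birth, had spasms triggered repeatedly by NMDA after birth, and were given saline, ACTH or PMX53. By the paper, treatment began after the first trigger, and the last trigger was given on the day the tissue was taken. ACTH is the pituitary hormone used against infantile spasms, and PMX53 is a peptide that blocks the complement receptor C5ar1.

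RNA was hybridised to Agilent rat arrays in a design that puts a Cy3-labelled and a Cy5-labelled sample of interest on each array. Replicates 1 and 3 of a group carried Cy3 and replicates 2 and 4 carried Cy5, per the labels. The 20 samples lay on 11 arrays of 6 slides. Replicates 1 and 2 of a group shared an array, as did replicates 3 and 4, except that SNS replicates 1 and 2 each shared an array with a sample not analysed here. BNS, BYS, BYA and BYP each occupied a slide of their own, and SNS lay on 2 slides. Slide and group therefore cannot be told apart for those 4 groups. SNS replicate 2 lay on a slide apart from the other SNS samples, so in the fit with the slide as a random block the spread between slides is estimated from that sample against the other 3, and each count from that fit rests on it. The dye label of SNS replicate 2 is in doubt, which may affect that spread.

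The authors scanned and extracted the arrays with Agilent Feature Extraction 10.7.3.1, and the deposited values are intensity values of each labelled sample on a linear scale. The background correction, spot filter, normalization and scaling behind the deposited intensity values are not given in the sources used here, so their unit is relative. The table held 44254 spots, of which 32107 had a value in all 20 samples. Samples had a value at 34107 to 44249 spots, and the median over the complete spots lay between 0.663 and 0.728. For arrays the number of samples limits the precision.

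Spots were named through the accessions, symbols and synonyms of the platform annotation and of a table of rat genes, used for names alone, with no coordinates. Of the spots, 27361 were named through an accession, 3488 through a symbol, 785 through a synonym and 12 as annotated, and 12608 had no symbol. Values were taken to log2 and the median of each sample was subtracted, since the medians differed by up to 0.35. Spots of a gene were averaged, and genes with at least 3 values in each group were kept, which left 13292 genes. Of these, 12493 had a value in all 20 samples, and 799 were taken from their most complete spot.

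Each gene was tested with limma 3.58.1 in R 4.3.3 (two-sided moderated statistics). The model held the 5 groups, a dye term and the array as a random block, with an estimated correlation of 0.436 between samples of an array. All 20 samples entered 1 fit, which shares the estimate of the spread. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05, and the adjusted p of a gene below is always that of limma. The 8 contrasts were BYS, BYA and BYP against BNS, BNS against SNS, BYA and BYP against BYS, BYP against BYA, and BYS against SNS. Tables were handled with the data.table package (version 1.17.8), and plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

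Groups of genes were tested with limma's cameraPR, which compares a list with all other genes, at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 33 lists of a contrast. The alternatives were a correlation estimated from the residuals, and fry, which asks whether the genes of a list move on balance in 1 direction without comparing them with other genes. The lists were glutamatergic, GABAergic, cholinergic, dopaminergic and serotonergic synapse genes, glutamate receptors, GABA receptors, G protein beta and gamma subunits, synaptic vesicle and release genes, immediate early genes, arcuate neuropeptides and receptors, glucocorticoid responsive genes, stress axis genes, complement genes, and cytokines and inflammation. They also covered markers of microglia, astrocytes, oligodendrocytes, their precursors, neurons, endothelium and pericytes, ependyma and tanycytes, pituitary and pars tuberalis, other hypothalamic nuclei, thalamus with cortex and hippocampus, choroid plexus and meninges, and blood. The last were ribosomal proteins, the mitochondrial respiratory chain, the heat shock and unfolded protein response, hypoxia and glycolysis, reference genes, and genes the study named as changed in males. The lists, the tests, most other settings and the rule for named genes were fixed before the data were examined.

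Genes are named by that rule. For BYS against BNS and BNS against SNS these are the 10 largest increases and the 10 largest decreases among changed genes whose 4 samples did not overlap those of the other group. For the other contrasts they are the 5 largest each way. From each list that passed, up to 4 members with the smallest p were added. For BYS against BNS the genes named by the study, C5ar1, Crh, Nr3c1, Agrp, Npy, Pomc, Kiss1 and Fkbp5 were added whatever their result.

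The study's own measures were computed from its formulas on linear values. Weighted Pathway Regulation (WPR) averages over genes the mean value in BNS times the excess fold change times 1 minus the p of an unequal-variance test. Pathway Restoration Efficiency (PRE) is the percent by which WPR is lower after treatment. Gene Expression Recovery (GER) is the percent of regulated genes that a treatment brings back, less those that it alone alters. A gene counted as regulated at an unadjusted p under 0.05 with a fold above a limit set by the variation within both groups, which leaves out the spot noise that the study included. Differences in WPR were tested with two-sided exact permutation tests over the 70 assignments of 8 samples, which treat the samples of an array as exchangeable. With arrays kept whole 6 assignments remain, too few for a p under 0.05. The 5 synapse lists were written by hand after the maps that the study used, so their members are not identical to the study's.

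Alternatives were quantile normalization, centring on the 75th percentile, no centring, an offset before log2, complete genes alone, leaving out the 25% of genes with the lowest level, the brightest spot of each gene, every spot by itself, a trended and robust spread, the 2 compared groups alone, no array block, no dye term, each dye alone, the replicate number as a block, the slide as a random block, and each sample left out in turn. Chosen after the data were seen were removal of the local trend over the array surface, a wider window for it, the study's measures with samples centred again after that removal, genes with at least 9 spots, SNS replicate 2 taken as Cy3, and each BYS array left out, and so were the comparisons of BYA and BYP with SNS for the named genes, and the simulated overlap of lists that share controls. For the local trend, spots were placed on a grid of 85 per row inferred from their numbers, and each sample's deviation from the mean of its dye was smoothed over 13 rows by 5 columns and subtracted.

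The limma fit was tested on simulated data of 12493 genes for BYS against BNS. It recovered 31.3% of genes changed by a fold of 1.5, 56.7% at a fold of 2 and 97.0% at a fold of 3, with 15 false calls among 138. The list test recovered the moved list at adjusted p = 0.035, and 0 other lists passed. With a simulated uneven surface, on 13292 genes of which 200 changed by a fold of 2, 261 false calls arose as drawn and 14 after the local trend was removed. That surface came from the same smoothing window that the removal uses, and the noise was drawn independently for samples of an array. The fall in false calls was therefore largely built in and does not show how well the removal works on the real arrays.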

Results

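Arcuate nuclei of male rat pups were compared between 5 groups of 4 rats each, on 2-colour arrays with 2 samples per array. The arcuate nucleus lies at the base of the hypothalamus and holds neurons that govern feeding, growth, reproduction and the release of pituitary hormones. SNS and BNS rats had no spasms and differed in exposure to saline or betamethasone before birth. BYS, BYA and BYP rats were all exposed to betamethasone, had NMDA-triggered spasms, and received saline, ACTH or PMX53. Values were read at 34107 to 44249 spots per sample, and 13292 genes were tested. Changes below are log2 differences with the SE of the limma fit and n = 4 rats per group.

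The comparison of BYS with BNS asked what the spasms changed in rats primed alike. Genes of neuronal activation, of the glucocorticoid response and of myelin were higher in BYS than in BNS. Against SNS the lists of immediate early and of glucocorticoid responsive genes passed as well at the preset correlation. The oligodendrocyte markers did not. Ccl3, a chemokine of activated microglia and macrophages, had the largest difference, 4.00 ± 0.84 (adjusted p = 0.00534), but was dim in BNS, where it lay at percentile 13.7 of the genes, and against SNS it differed by 2.13 ± 0.80 (adjusted p = 0.115). Of the 23 immediate early genes measured, which neurons switch on within minutes of strong activity, 7 rose and 0 fell, or 9 and 0 adjusted over the list alone. Fos rose by 2.00 ± 0.62 (adjusted p = 0.0380), Arc by 1.30 ± 0.27 (adjusted p = 0.00446), Jun by 1.26 ± 0.36 (adjusted p = 0.0255) and Nr4a2 by 1.09 ± 0.34 (adjusted p = 0.0373). The list as a whole was higher with a median of 0.79 (adjusted p = 0.00861 by cameraPR), but adjusted p = 0.786 with an estimated correlation.

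Of the 27 glucocorticoid responsive genes, 9 rose and 0 fell, or 9 and 1 adjusted over the list alone. Among them were Zbtb16, a transcription factor, by 1.64 ± 0.35, Nfkbia, the inhibitor of NF-kappaB, by 1.04 ± 0.25, Fkbp5, a co-chaperone that damps the glucocorticoid receptor, by 1.01 ± 0.26, and Cdkn1a, a cell cycle inhibitor, by 0.78 ± 0.16. The list's median was 0.68 (adjusted p = 0.0219), with adjusted p = 0.786 with an estimated correlation. The 15 oligodendrocyte markers had the largest median of the lists that passed, 1.22 (adjusted p = 0.00861), and adjusted p = 0.786 with an estimated correlation. Of these markers 5 rose and 0 fell, or 11 and 0 adjusted over the list alone. Mobp, a myelin protein, rose by 2.5 ± 0.65, Mog, another myelin protein, by 2.45 ± 0.63, Ermn, a cytoskeletal protein of myelinating cells, by 2.23 ± 0.66, and Tf, which carries iron, by 1.28 ± 0.29. By fry these 3 lists passed as well, at adjusted p = 0.0204, 0.0104 and 0.0418. Zbtb16 and Ermn were dim in BNS, at percentiles 10.1 and 8.8 of the genes.

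Ribosomal proteins and the mitochondrial respiratory chain were lower as groups in BYS, each at adjusted p = 3.41e-04 at the preset correlation. Both calls were lost with an estimated correlation (adjusted p = 0.786), by fry and after quantile normalization. Of the 71 ribosomal protein genes, 12 fell and 0 rose, the same numbers adjusted over the list alone, with a median of -0.15. Rpl18 fell by 1.39 ± 0.17 and Rps6 fell by 0.55 ± 0.13, although the brightest spot of Rps6 gave a difference of 0.10. Of the 72 genes of the respiratory chain, 7 fell and 2 rose, with the same numbers adjusted over the list alone and a median of -0.17. Cox7c, a subunit of complex IV, fell by 1.54 ± 0.29, Atp5po, of the ATP synthase, fell by 1.49 ± 0.19, and Ndufv1 and Ndufa2, of complex I, fell by 1.45 ± 0.17 and fell by 1.40 ± 0.16.

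Other large increases were those of Cd74, the invariant chain of MHC class II, by 2.17 ± 0.51, Adgrb2, an adhesion receptor of the brain, by 1.81 ± 0.50, Cacna1h, a T-type calcium channel, by 1.69 ± 0.40, and the transcription factors Etv3 and Lmx1a, by 1.57 ± 0.25 and 1.57 ± 0.43. The largest decrease was that of Ptprv, a receptor-type phosphatase, which fell by 2.13 ± 0.53. Tusc3, of the protein glycosylation machinery, fell by 2.07 ± 0.33, Slc25a4, the mitochondrial ADP/ATP carrier, fell by 1.99 ± 0.21, Fam120b fell by 1.90 ± 0.30, and Ap3d1, of a vesicle coat, fell by 1.89 ± 0.23. Cbln1, a synaptic organiser, fell by 1.85 ± 0.43, Bcat1, which degrades branched-chain amino acids, fell by 1.77 ± 0.34, and Eif2ak4, a kinase that senses amino acids, fell by 1.72 ± 0.25. Pierce1 fell by 1.82 ± 0.35 and the pseudogene Snrpn-ps4 fell by 1.74 ± 0.30. Against SNS, 9 of these 10 decreases passed as well, all but Ptprv, but of the 10 largest increases Fos alone did, and the other 9 had a lower mean in BNS than in SNS. The same BYS samples enter both comparisons, so low values in BYS, whatever their cause, make a decrease pass in both.

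Genes of the 5 synapse types, the focus of the study, did not pass as lists, and most of their changed members were higher. Up and down were 6 and 2 of 96 glutamatergic genes, 6 and 3 of 71 GABAergic, 9 and 1 of 91 cholinergic, 9 and 6 of 113 dopaminergic and 4 and 2 of 80 serotonergic genes. Adjusted over the list alone, the changed members numbered 0, 8, 3, 13 and 2. With the local trend removed limma kept this direction, with 11 and 0, 5 and 1, 7 and 0, 8 and 3, and 7 and 2, but by the study's unadjusted test the union of the lists turned from 41 up and 15 down to 5 and 20, or to 17 and 12 with the samples centred again, so the direction rests on the test and the scaling. Of the 19 measured genes that the study named in males, 5 rose and 0 fell, or 8 and 1 adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Those 5 were Fos, Adcy3, an adenylyl cyclase, by 0.67 ± 0.17, Glul, the glutamine synthetase of astrocytes, by 0.66 ± 0.18, Creb3l1, a transcription factor of the endoplasmic reticulum, by 0.60 ± 0.18, and Slc18a3, the vesicular acetylcholine transporter, by 0.46 ± 0.14. The other 14 did not pass, with differences between -0.47 for Cacna1b and 1.17 for Chrm4.

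Among genes fixed for their role in the arcuate nucleus or in the treatments, Agrp, the appetite-stimulating peptide, fell by 0.89 ± 0.28 (adjusted p = 0.0423). Npy, its partner in the same neurons, differed by -0.42 ± 0.21 (adjusted p = 0.171) and Pomc, the precursor of ACTH and melanocortins, by -0.49 ± 0.24 (adjusted p = 0.159). Kiss1, of the reproductive axis, differed by 0.30 ± 0.29, Crh, which drives the stress axis, by 1.51 ± 0.65, and Nr3c1, the glucocorticoid receptor, by -0.54 ± 0.20, and none of these 3 passed. C5ar1, the target of PMX53, was dim in both groups and differed by 0.72 ± 0.32 (adjusted p = 0.128).

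The remaining 22 lists did not pass, with adjusted p between 0.159 and 0.927. No member of the glutamate receptors, pituitary markers or reference genes changed. Up and down were 2 and 0 of 25 complement genes, 4 and 0 of 27 cytokine genes, 2 and 3 of 37 arcuate neuropeptides and receptors, 2 and 0 of 18 stress axis genes, 2 and 1 of 21 heat shock genes, and 1 and 1 of both the 13 GABA receptors and the 26 synaptic vesicle genes. Among markers of cell types and regions they were 2 and 1 of 9 oligodendrocyte precursor markers, 0 and 3 of 16 neuron markers, 1 and 4 of 15 endothelial and pericyte markers, and 3 and 0 of 16 markers of other hypothalamic nuclei. In the lists of microglia, astrocytes, ependyma, thalamus with cortex, choroid plexus, blood, hypoxia and G protein subunits 1 member rose and 0 fell. Adjusted over the list alone, these counts moved by 2 genes at most, except that they were 6 up and 2 down for the stress axis and 3 up and 5 down for endothelium. The dopaminergic, arcuate, endothelial and heat shock lists had positive medians, 0.16, 0.19, 0.20 and 0.10, where cameraPR placed them lower than the other genes, without passing.

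In all, limma called 2060 genes changed (15.5%), 1180 up and 880 down, and 301 with the slide as a random block, of which 77 were up and 224 down. Other settings gave more genes with mostly increases, 4048 with SNS replicate 2, whose dye label is in doubt, taken as Cy3 (2792 up), 4736 with no array block (3186 up) and 5003 with the compared groups alone (3741 up). With the 25% of genes of lowest level left out, the split turned to 868 up and 1009 down, and without the array of BYS replicates 1 and 2 to 287 up and 697 down. It also turned without BNS replicate 2 (572 and 680), BNS replicate 4 (425 and 602) or BYS replicate 2 (749 and 766), and with Cy3 samples alone (114 and 768). By the study's unadjusted test with its fold limit the split was 1699 up and 1236 down, but 1242 and 1344 with values scaled to the median gene. With the local trend removed it was 245 and 1690, where the median of BYS samples fell relative to BNS from 0.06 to -0.14, and 662 and 852 with the samples centred again, while limma with the local trend removed gave 959 and 546. The direction of the split is therefore not settled. The 10% of genes of lowest level had a median difference of 0.61, with 111 up and 0 down. The next 3 groups of 10% held 239, 269 and 186 increases and 0, 1 and 12 decreases. For the lowest 10% the median was 0.01 in BYS against SNS and -0.60 in BNS against SNS. It was -0.54 in BYA and -0.60 in BYP against BYS, and 0.04 and 0.01 against BNS. This shift of dim genes set BYS and SNS apart from BNS, BYA and BYP, and so did not follow the spasms. The BYS arrays differed by position, with block medians of BYS minus BNS from -1.09 to 0.88 against -0.32 to 0.36 for BYP minus BNS. With the local trend removed, a setting chosen after the data were seen, 1505 genes changed and 865 of them were shared, while Jun, Adgrb2, Agrp, Adcy3, Creb3l1, Glul, Slc18a3 and Rps25 no longer passed. Pomc passed in that setting with a difference of -0.70, as did Gabbr1 at 0.32 and Kcnj3 at 0.66, both named by the study.

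**Figure D1:**
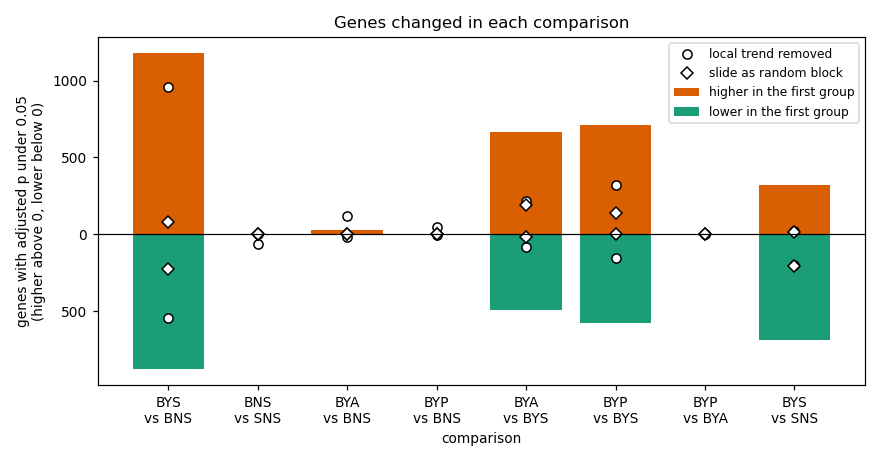
Number of genes with adjusted p under 0.05 in limma (vertical axis, higher in the first group above 0 and lower below 0) for each of the 8 comparisons. Bars give the deposited values, circles the values with the local trend removed and diamonds the fit with slide as a random block. BYS differed from BNS at 1180 genes up and 880 down, and BYP from BNS at 4 up.

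**Figure D2:**
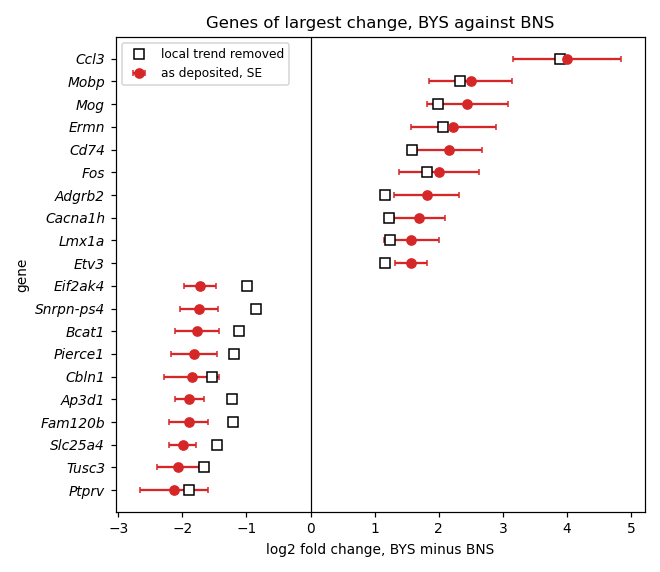
Log2 fold change of BYS minus BNS (horizontal axis) for the 10 largest increases and 10 largest decreases, with red points and bars for the estimate and its SE and open squares for the value with the local trend removed. Ccl3 lies farthest to the right at 4.00 and Ptprv farthest to the left at -2.13.

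**Figure D3:**
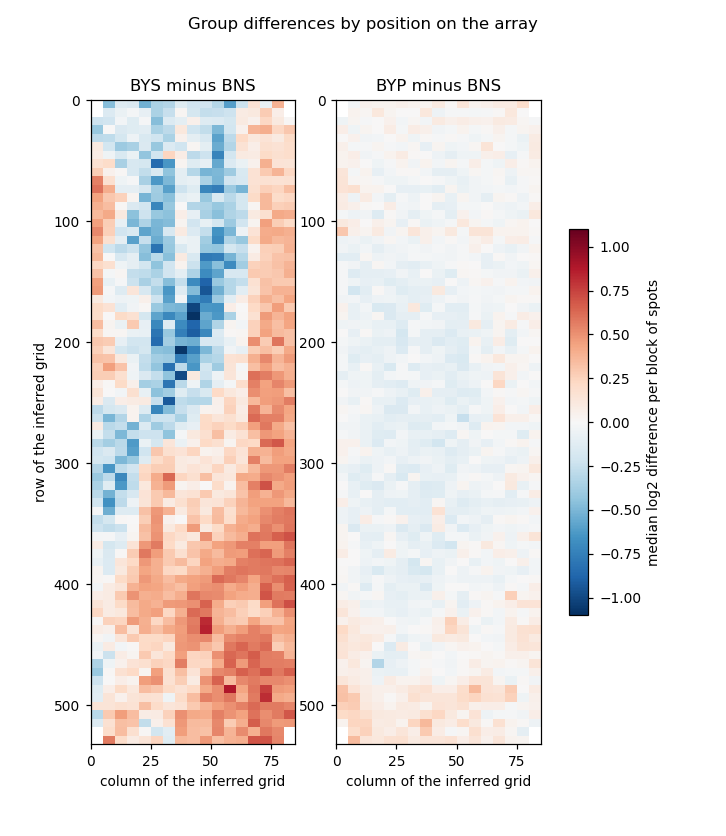
Median log2 difference in blocks of 7 rows by 5 columns of the inferred spot grid (vertical axis row, horizontal axis column, colour the difference) for BYS minus BNS and BYP minus BNS. Neighbouring blocks share a sign over wide areas in BYS, from -1.09 to 0.88, and vary between -0.32 and 0.36 in BYP.

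The comparison of BNS with SNS asked what exposure to betamethasone before birth left behind. Mon2, which acts in traffic between endosomes and the Golgi apparatus, was the gene that changed, rising by 1.18 ± 0.16 (adjusted p = 0.0130). Ribosomal proteins as a list were higher in BNS with a median of 0.10 (adjusted p = 7.03e-06), and 0 of 71 members changed, also adjusted over the list alone. The respiratory chain had a median of 0.07 (adjusted p = 0.00136), and the heat shock genes a median of 0.12 (adjusted p = 0.0438), again with 0 members changed either way. With an estimated correlation these lists had adjusted p = 0.740, 0.982 and 0.586. The 2 larger lists rest on SNS replicate 2, whose dye label is in doubt. Without it the ribosomal median was 0.01 (adjusted p = 0.298) and that of the respiratory chain -0.04 (adjusted p = 0.783), with it taken as Cy3 they were -0.07 and -0.06 and 0 lists passed, and quantile normalization turned the respiratory chain to -0.04. The members with the smallest p that went with their list were Rpl13a at 0.67 ± 0.26, Ndufa11 of complex I at 1.21 ± 0.50 and Hspb1, a small heat shock protein, at 0.99 ± 0.50. Members that went against it were Uqcrq of complex III at -0.63 ± 0.22 and Trib3, a stress-induced pseudokinase, at -0.66 ± 0.30.

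At an unadjusted p under 0.05 there were 1976 genes, and limma called 1 gene changed, or 3 after quantile normalization (1 up and 2 down) and 0 with the slide as a random block. The count was 29 without SNS replicate 2 and 67 with the local trend removed.

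BYA was compared with BNS to ask what was altered in rats with spasms given ACTH. By the paper, their last NMDA trigger fell on the day of tissue collection. Ccl3 was again the largest increase, by 4.96 ± 0.84 (adjusted p = 0.0201). Immediate early genes were higher as a list, with a median of 0.91 (adjusted p = 1.33e-10), and passed with an estimated correlation (adjusted p = 0.0198). Arc rose by 1.34 ± 0.27 (adjusted p = 0.0414) and was the 1 member of 23 that changed over all genes, while 11 rose adjusted over the list alone. Fos differed by 2.26 ± 0.62 and Junb by 1.71 ± 0.43, short of the threshold over all genes, though Junb passed with the local trend removed. Glucocorticoid responsive genes had a median of 0.52 (adjusted p = 4.81e-08, and adjusted p = 0.0198 with an estimated correlation). Nfkbia rose by 1.25 ± 0.25, 1 of 27 members to change, and 9 rose adjusted over the list alone.

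Lists of immune and glial genes were higher too, though none of the next 5 passed with an estimated correlation. Cytokine genes had a median of 0.52 (adjusted p = 5.48e-06, and adjusted p = 0.160 with an estimated correlation), and Ccl3 and Nfkbia were the 2 of 27 that rose, or 6 adjusted over the list alone. In the mean of this list BYA replicate 2 stood apart at 1.36, and without it the median was 0.32 (adjusted p = 0.00248). Ccl2, which recruits monocytes, differed by 4.26 ± 1.24 and Icam1, an adhesion molecule of activated vessels, by 2.09 ± 0.54, and neither passed, though both did with the local trend removed. Ccl2 was dim in BNS, at percentile 2.38 of the genes. Complement genes had a median of 0.48 (adjusted p = 2.97e-06, and adjusted p = 0.158 with an estimated correlation), with 0 of 25 changed and 2 up adjusted over the list alone, and the largest difference among their named members was that of Cfb at 1.37 ± 0.40. Microglia markers had a median of 0.43 (adjusted p = 9.59e-04, and adjusted p = 0.414 with an estimated correlation), oligodendrocyte markers 0.56 (adjusted p = 7.18e-04, and adjusted p = 0.522 with an estimated correlation), and blood markers 0.67 (adjusted p = 0.0259, and adjusted p = 0.337 with an estimated correlation). In these 3 lists 0 members changed over all genes, and 0, 1 and 1 rose adjusted over the list alone. Hba-a1, a haemoglobin chain, differed by 0.70 ± 0.35.

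Of the other genes, Vom1r57, a vomeronasal receptor, rose by 2.29 ± 0.47, Ccdc69 by 1.89 ± 0.38, Trim42 by 1.78 ± 0.34 and Tmem104 by 1.74 ± 0.29. Vps4b, an ATPase of membrane scission, fell by 1.03 ± 0.16, Tubb2b, a tubulin of young neurons, fell by 0.95 ± 0.16, and Dhrs7, a dehydrogenase, fell by 0.93 ± 0.13. Kmt5c, a histone methyltransferase, fell by 0.92 ± 0.16 and Vegfc, a lymphatic growth factor, fell by 0.85 ± 0.15, though with the local trend removed Vegfc differed by -0.25 and did not pass. Against SNS, Tubb2b and Dhrs7 passed, and neither the other 3 decreases nor the 5 largest increases, Ccl3 included, did.

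In all, 27 genes rose and 5 fell, and the count was 2 with the slide as a random block. It was 135 with the local trend removed, 187 after quantile normalization, and 10 with centring on the 75th percentile, of which 5 were up, or with no centring, of which 7 were up, in place of 84.4% up.

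BYP was compared with BNS to ask the same of PMX53. Etv3, a transcriptional repressor of the ETS family, rose by 1.65 ± 0.25 (adjusted p = 0.0228), Dct, an enzyme of melanin synthesis, by 1.92 ± 0.32 (adjusted p = 0.0292), Pth2, a neuropeptide, by 1.07 ± 0.17 (adjusted p = 0.0262), and Lrrc25 by 1.01 ± 0.15 (adjusted p = 0.0207). These 4 were all of the changed genes. Against SNS, Dct differed by 1.88 ± 0.30 (adjusted p = 0.0439), but Etv3, Pth2 and Lrrc25 differed by 0.35, 0.34 and 0.25 and did not pass, as BNS lay lower than SNS for these 3. Glucocorticoid responsive genes were higher as a list, with a median of 0.45 (adjusted p = 4.59e-10) and adjusted p = 0.00338 with an estimated correlation, and 0 of 27 members changed over all genes while 3 rose adjusted over the list alone. Fkbp5 differed by 0.97 ± 0.26 and Nfkbia by 0.82 ± 0.25, neither passing. Complement genes, upstream of the receptor that PMX53 blocks, had a median of 0.43 (adjusted p = 3.26e-08, and adjusted p = 0.0454 with an estimated correlation). The central component C3 differed by 2.12 ± 0.47 and passed once the local trend was removed, and over all genes 0 of 25 members changed while 2 rose adjusted over the list alone.

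Immediate early genes had a median of 0.47 (adjusted p = 6.56e-07, and adjusted p = 0.0753 with an estimated correlation), and Jun differed by 1.33 ± 0.36. Microglia markers had a median of 0.43 (adjusted p = 1.71e-06, and adjusted p = 0.0760 with an estimated correlation), with Cd68, a lysosomal protein of phagocytes, at 1.40 ± 0.39. Cytokine genes had a median of 0.44 (adjusted p = 1.97e-05, and adjusted p = 0.116 with an estimated correlation), with Ccl3 at 3.66 ± 0.84. In these 3 lists 0 members changed over all genes, and 1, 1 and 2 rose adjusted over the list alone. Markers of other hypothalamic nuclei had a median of 0.41 (adjusted p = 0.0293, and adjusted p = 0.0454 with an estimated correlation), with Hcrt, the orexin precursor of the lateral hypothalamus, at 0.89 ± 0.23 and Pmch, the precursor of melanin-concentrating hormone, at 1.34 ± 0.55, and 0 of 16 changed while 1 rose adjusted over the list alone. This list rests on BYP replicate 2, without which its median was 0.13 (adjusted p = 0.0504). Against SNS, Hcrt and Pmch differed by 0.42 and 0.21, and neither passed. The genes named by the study, chosen on these samples, had a median of 0.04 (adjusted p = 0.0293, and adjusted p = 0.0454 with an estimated correlation) and did not pass with the local trend removed (adjusted p = 0.245), with 0 of 19 changed and 2 up adjusted over the list alone.

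The last 6 lists passed with smaller medians, at adjusted p between 0.0116 and 0.0444, and were lost with an estimated correlation. They were the markers of astrocytes (0.17, adjusted p = 0.127 with an estimated correlation), oligodendrocyte precursors (0.23, adjusted p = 0.282), and thalamus with cortex (0.13, adjusted p = 0.282), the ribosomal proteins (0.10, adjusted p = 0.733), the heat shock genes (0.14, adjusted p = 0.116) and the hypoxia genes (0.11, adjusted p = 0.187). No member of these lists changed over all genes, and Hk2, a named member of the hypoxia list, was dim. Emx1, a transcription factor of the cortex, was 1 of the thalamus and cortex list to rise adjusted over the list alone, at 0.65 ± 0.14. Against SNS, Emx1 differed by -0.05 ± 0.13 (adjusted p = 0.907), as BNS lay lower than SNS. Of the named hypoxia members, Car9, Pfkfb3 and Hk2 differed from SNS by -0.05, -0.09 and -0.17, and Hmox1 by 1.00. The named precursor markers differed from SNS by between -0.13 for Gpr17 and 0.20 for Vcan. None of these passed.

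At an unadjusted p under 0.05 there were 726 genes, and limma called 4 changed, or 0 with the slide as a random block and 51 with the local trend removed, where C3, Ccl3, Hcrt, Emx1 and Kcnj3 passed. The count was 0 without centring or with centring on the 75th percentile, 0 without BNS replicate 2, BNS replicate 4, BYP replicate 2 or BYP replicate 3, and 16 after quantile normalization. It was higher still with the compared groups alone, with no dye term and with no array block, as given below.

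**Figure D4:**
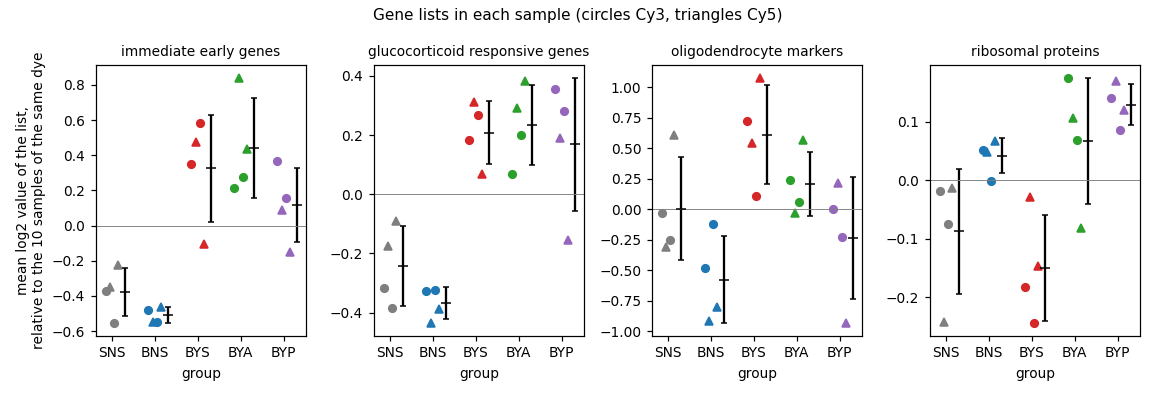
Mean log2 value of 4 gene lists in each of the 20 samples, relative to the mean of the 10 samples of the same dye (vertical axis), by group (horizontal axis), with circles for Cy3, triangles for Cy5 and bars for the group mean and SD. Immediate early and glucocorticoid responsive genes lie lowest in SNS and BNS, and ribosomal proteins lie lowest in BYS, where they were lower than in BNS by a median of -0.15.

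BYA and BYP were each compared directly with BYS to ask what the treatments changed in rats with spasms. Genes of protein synthesis and of respiration were higher after both at the preset correlation. With an estimated correlation both lists were lost (adjusted p = 0.931 after ACTH and 0.912 after PMX53), as they were after quantile normalization. Ribosomal proteins had a median of 0.17 after ACTH (adjusted p = 2.12e-05), with 12 of 71 up, or 14 adjusted over the list alone, and of 0.27 after PMX53 (adjusted p = 4.55e-08), with 12 up, or 20 adjusted over the list alone. Rpl18 rose by 1.27 ± 0.17 after ACTH and 1.48 ± 0.17 after PMX53, and Rps6 by 0.59 ± 0.13 and 0.70 ± 0.13. The respiratory chain had a median of 0.15 after ACTH (adjusted p = 2.12e-05), with 11 of 72 up and 0 down, the same adjusted over the list alone, and of 0.19 after PMX53 (adjusted p = 5.06e-05), with 8 up and 1 down, or 9 and 1 adjusted over the list alone. Ndufv1 rose by 1.45 ± 0.17 and 1.34 ± 0.17, and Atp5po by 1.33 ± 0.19 and 1.54 ± 0.19.

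The largest increases after ACTH were Srp68, of the signal recognition particle, by 1.82 ± 0.16, Upf3a, of nonsense-mediated decay, by 1.76 ± 0.13, Gabrb1, a subunit of the GABA-A receptor, by 1.72 ± 0.26 (adjusted p = 4.72e-04), Creg1 by 1.71 ± 0.22, and Eif1a, a translation initiation factor, by 1.68 ± 0.16. Decreases after ACTH were led by Fam193a, which fell by 1.34 ± 0.39, Tifab, which fell by 1.26 ± 0.38, Abcc9, a subunit of ATP-sensitive potassium channels, which fell by 1.21 ± 0.21, Arid1a, a chromatin remodeller, which fell by 1.16 ± 0.33, and Tubgcp5, of the gamma-tubulin complex, which fell by 1.16 ± 0.19. After PMX53 the largest increases were Pyroxd2 by 2.82 ± 0.75, Bcat1 by 2.00 ± 0.34, Tusc3 by 1.99 ± 0.33, Slc25a4 by 1.97 ± 0.21 and Ap3d1 by 1.87 ± 0.23. The last 4 are also among the largest decreases of BYS against BNS. Both comparisons use the same BYS samples with opposite sign, so low values in BYS alone, whatever their cause, put a gene in both. Decreases after PMX53 were led by Selenoo, which fell by 1.07 ± 0.21, Camk2n2, an inhibitor of CaM kinase II, which fell by 1.06 ± 0.29, Col4a2, of basement membranes, which fell by 1.05 ± 0.25, Pced1b, which fell by 1.04 ± 0.27, and Edc3, of mRNA decapping, which fell by 1.02 ± 0.19.

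In all, 1153 genes differed between BYA and BYS (663 up and 490 down), 213 with the slide as a random block and 298 with the local trend removed, where Fam193a, Tifab, Arid1a and Ndufb11 no longer passed, and increases made up 57.5%, or 37.7% with centring on the 75th percentile, which shifts all genes by -0.11. Between BYP and BYS 1287 genes differed (712 up and 575 down), 139 with the slide as a random block and 478 with the local trend removed, where Pyroxd2, Selenoo, Camk2n2, Col4a2, Edc3, Rps25 and Ndufa2 no longer passed, and increases made up 55.3%, or 37.3% with centring on the 75th percentile and 42.3% with no centring. BYS, BYA and BYP each lay on a slide of their own, so these differences cannot be assigned to the treatments rather than to the slides.

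The treatments were compared with each other, BYP against BYA, to ask whether an anti-complement peptide and a hormone left different transcriptomes. Vps4b was higher after PMX53 by 1.03 ± 0.16 (adjusted p = 0.0208), Tubb2b by 1.02 ± 0.16 (adjusted p = 0.0208), Dhrs7 by 0.99 ± 0.13 (adjusted p = 0.00423) and Slc35a4, a nucleotide sugar transporter, by 0.88 ± 0.13 (adjusted p = 0.0208). Blood markers were lower after PMX53 with a median of -0.62 (adjusted p = 0.00499, and adjusted p = 0.256 with an estimated correlation), and 0 of 7 members changed, also adjusted over the list alone. Alas2, of haem synthesis in red cells, differed by -0.76 ± 0.33, Hba-a1 by -0.63 ± 0.35, Slc4a1, the anion exchanger of red cells, by -0.58 ± 0.29, and the dim S100a9 of neutrophils by -0.62 ± 0.33. At an unadjusted p under 0.05 there were 614 genes, and limma called 4 changed, all of them up, or 0 with the slide as a random block and 0 with the local trend removed.

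BYS was also set against SNS, a reference that shares no sample with BNS. Immediate early genes were higher as a list (median 0.46, adjusted p = 0.00948), with Fos up by 2.09 ± 0.60 as the 1 of 23 that changed, or 5 adjusted over the list alone. Glucocorticoid responsive genes were higher (median 0.52, adjusted p = 0.0139), with Fkbp5 up by 1.09 ± 0.25 and Nfkbia by 0.90 ± 0.23 as the 2 of 27 that changed, or 7 up and 1 down adjusted over the list alone. Both lists had adjusted p = 0.624 with an estimated correlation. No other list passed, so oligodendrocyte markers, ribosomal proteins and the respiratory chain, which passed against BNS, did not pass against SNS. Other increases were led by Mon2 at 1.60 ± 0.16, Mgat2, of N-glycan synthesis, at 1.51 ± 0.45 but 0.77 without SNS replicate 2, Slc4a1 at 1.51 ± 0.28 and Zdhhc20, a palmitoyltransferase, at 1.49 ± 0.39. Decreases were led by Slc25a4, which fell by 2.07 ± 0.20, Gnal, a G protein of olfactory and striatal neurons, which fell by 1.92 ± 0.28, Ap3d1, which fell by 1.91 ± 0.22, Fam120b, which fell by 1.87 ± 0.29, and Cox7c, which fell by 1.85 ± 0.27. In all, 318 genes rose and 689 fell, 218 with the slide as a random block and 222 with the local trend removed, where Fos, Mgat2, Zdhhc20 and Nfkbia no longer passed, and increases made up 31.6%, or 43.9% after quantile normalization. Without SNS replicate 2 the count was 1968 and the split turned to 1077 up and 891 down, as it did with that sample taken as Cy3 (1885 and 1134) and with no array block (1225 and 1165). The count was 649 without SNS replicate 1. It was far lower with the compared groups alone, and no gene passed with Cy5 samples alone, as given below.

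Changes were then compared across contrasts. Of the genes that rose in BYS against BNS, 23 also rose in BYA against BNS, where independent lists would share 2.40, and 2 fell in both, where they would share 0.331. Lists of the same sizes from unchanged groups simulated against the same controls shared 17.6 up (at most 24) and 3.55 down. The simulation gave every group the same spread in a gene. In the data the SD after removing group and dye was lower in BNS (0.176) than in BYS (0.315), BYA (0.289), BYP (0.262) or SNS (0.361). The simulated overlaps, and the simulated correlations and covariances below, may therefore overstate what common BNS controls give. They do not decide whether sharing goes beyond those controls. With the controls split by array, so that no control sample was common, the lists shared 12.5 up and 1 down. The 12.5 is above the 2.40 of independent lists, so common control samples need not account for all of the shared increases. Both BNS arrays lay on 1 slide, which this split does not separate. The log2 changes of BYS and BYA, both against BNS, correlated across 12493 genes at r = 0.51, and unchanged groups simulated against the same 4 controls gave 0.50. Their covariance was 0.0833, against 0.0317 simulated, and r was 0.43 with the controls split in sets of 2. For BYS and BYP the r was 0.44, against 0.50 simulated, the covariance 0.0586 against 0.0316, and r with split controls 0.34. For BYA and BYP the r was 0.63, against 0.50 simulated, the covariance 0.0566 against 0.0316, and r with split controls 0.48. With BYS as the shared group, changes against BNS and SNS correlated at 0.73, against 0.52 simulated, with a covariance of 0.151 against 0.0317 and r = 0.39 with BYS split, and 146 genes rose and 604 fell in both, where independent lists would share 28.2 and 45.6, lists from simulated unchanged groups 154 and 229, and lists with BYS split by array 85 and 312. Changes of BNS against SNS correlated with those of BYS against BNS at -0.55, against -0.52 simulated, with a covariance of -0.0938 against -0.0318 and r = -0.47 with BNS split. Genes are not independent replicates, so no p is given for these correlations.

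Finally, the study's own measures were computed to ask how far the treatments restored the transcriptome. GABAergic genes had the highest WPR of the 5 synapse lists in BYS, 0.924, and Gabrb1, Gabarapl1, a GABA receptor trafficking protein, and Gad1, which makes GABA, together gave 52.8% of it. The WPR of that list was 0.224 in BYA, 0.246 in BYP and 0.416 in SNS, all against BNS, which makes the PRE 75.7% for ACTH and 73.3% for PMX53, or 36.0% for PMX53 without BYP replicate 4. Dopaminergic genes had a WPR of 0.639 in BYS, 0.263 in BYA, 0.148 in BYP and 0.267 in SNS, and serotonergic genes 0.542, 0.163, 0.104 and 0.288. Glutamatergic genes had a WPR of 0.387, 0.140, 0.136 and 0.304 in the same order, and cholinergic genes 0.305, 0.148, 0.117 and 0.226. PRE over the 5 lists lay between 51.5% and 75.7% for ACTH and between 61.7% and 80.9% for PMX53. With SNS in place of BNS the PRE for PMX53 was lower than this range in glutamatergic, cholinergic and serotonergic genes, as given below. The smallest p that the two-sided exact permutation test allows, 0.0286, was reached in 3 of the lists for ACTH and 4 for PMX53, and none passed after adjustment over 18 tests (adjusted p = 0.0643 or more). These tests treat samples of an array as exchangeable, and with arrays kept whole 6 assignments remain, too few for a p under 0.05. BNS, BYS, BYA and BYP each lay on a slide of their own. A lower WPR after treatment therefore cannot be assigned to the treatment rather than to the slide. The BYS arrays were also the most uneven, with a mean SD of the smoothed surface of 0.274, against 0.184 in BYA, 0.107 in BYP and 0.101 in BNS.

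Over all genes the WPR was 1.07 in BYS, 1.09 in BYA, 0.974 in BYP and 0.938 in SNS, with a PRE of -1.36% for ACTH (exact permutation p = 0.971) and 9.12% for PMX53 (exact permutation p = 0.857). A single gene, Plin1, a coat protein of fat droplets, gave 43.5% of the WPR in BYS, 76.3% in BYA and 82.8% in BYP, through a value of 127.8 in BNS replicate 3 and of 10.6 in BNS replicate 4, against 0.189 or less in every other sample with a value. By the measure of regulated genes, 22.1% were regulated in BYS, 9.67% in BYA, 6.76% in BYP and 6.93% in SNS. This is a reduction of 56.2% with ACTH and 69.4% with PMX53, and GER was 45.7% and 58.9%. No difference in WPR between BYA and BYP was detected over all genes (exact permutation p = 0.8), and in the dopaminergic list the exact permutation p was 0.0286, or 0.0643 after adjustment.

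**Figure D5:**
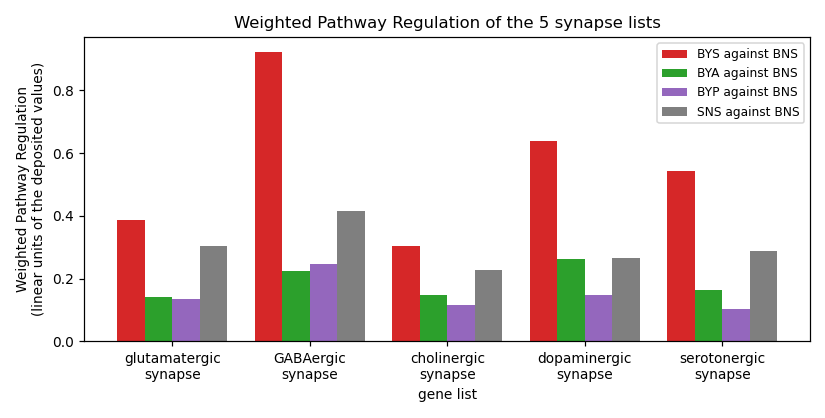
WPR of the 5 synapse lists (vertical axis, in the linear units of the deposited values) for BYS, BYA, BYP and SNS, each against BNS. BYS has the highest bar in each list, up to 0.924 for GABAergic genes, and the bars of SNS, which had no spasms, reach 0.416.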

Values the study reported

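The study reported that spasms regulated 30.37% of the 17198 genes quantified in males. For males it gave a WPR of 3.966 over all genes and of 11.150 for the GABAergic synapse. The regulated share of the 5 neurotransmission pathways ran from 30% for serotonin to 48.0% for GABA. It put the reduction in regulated genes in males at 72% with ACTH and 78% with PMX53, and GER at 58% and 69%.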

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

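All tests in this part that set explanations against each other were chosen after the results were seen, with their expected outcomes, and the search for samples that stand apart was fixed beforehand.

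BYS differed from BNS at 2060 genes, 1180 of them up. In genes with at least 9 spots, uneven signal over the BYS arrays as the whole cause is argued against, since the scatter between spots accounts for 13.9% of the variance between these genes, where 71 of 1189 changed (5.97%), or 180 in a fit of these genes alone, against 15.5% of all genes. For genes with fewer spots uneven signal may be the cause of many calls. The variance between spots of a gene, 0.184 where 9 or more allow an estimate, is above that between genes, 0.129. Of the 1989 calls in genes with fewer spots, 40.9% stayed with the local trend removed, which does not decide. Nor does the correlation of 0.418 between spots 1 row apart, as BYP minus BYA, with 4 changed genes, gave 0.417. A change of transcripts with the spasms cannot be told apart from the slide, because BYS had a slide of its own. With the slide as a random block 301 genes changed, a count that rests on SNS replicate 2, the 1 sample on a slide apart from its group. The dye label of that sample is in doubt, so the spread between slides in that fit may hold a dye misfit. Removing the local trend left 1505 genes, of which 865 were also changed before.

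Immediate early genes and glucocorticoid responsive genes were higher as lists in BYS, BYA and BYP than in BNS at the preset correlation, while with an estimated correlation both were lost in BYS (adjusted p = 0.786) and immediate early genes in BYP (adjusted p = 0.0753). At the preset correlation, unusually low values in BNS are argued against by the same 6 list tests against SNS, whose largest p was 8.43e-04. So are a shift of dim genes, by lists compared with genes of like level, whose largest p was 7.05e-05, and uneven signal, by the tests with the local trend removed, whose largest p was 2.16e-04. A response to NMDA and the spasms may underlie this pattern and stays a hypothesis: over the means of 3 slides with NMDA and 3 without, a test that does not rest on the correlation between genes, immediate early genes were higher by 0.71 and glucocorticoid responsive genes by 0.47 (larger adjusted p = 0.00115 by limma, or 5.98e-04 without the slide of SNS replicate 2), with 3 of 3 slides above the others in both lists, while the exact permutation p was 0.1 for both, the smallest that 20 assignments of the slides allow. For a single group the slide stays confounded, and 2 of the 3 slides without NMDA hold SNS. Unlike the groups with NMDA, SNS was not exposed to betamethasone before birth, so that exposure is partly confounded with NMDA.

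WPR over all genes was alike in BYS, BYA and BYP, at 1.07, 1.09 and 0.974. A bright spot on the array of BNS replicates 3 and 4 is a candidate cause, since without Plin1, which has 1 spot, the PRE was 57.5% for ACTH (exact permutation p = 0.0571) and 72.4% for PMX53 (exact permutation p = 0.0286, with samples of an array treated as exchangeable). Fat tissue in those samples is argued against by 6 other fat cell markers, whose median difference was 0.0859 on the log2 scale against 9.22 for Plin1. No biological explanation was tested. Plin1 in BNS replicate 3, at 127.8 on the linear scale, was also a sample far from the others of its group.

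Of 558 groups of 4 values searched, 28 held a sample far from the others, where chance gives about 1 in 20 groups, or 27.9, so the number is what chance gives. The following are log2 values with the dye effect removed, each beside the nearest of the other 3 samples of its group. In SNS these were Hspa5 in replicate 1 (3.56, others from 4.72) and, in replicate 2, Mgat2 (-3.39, others from -1.01) and Mt1 (2.70, others from 3.42). In BNS they were Lhfpl3 in replicate 1 (-0.85, others up to -1.01) and, in replicate 3, Pmch (3.21, others from 4) and Rpl9 (5.94, others from 6.01). In BYS they were Pyroxd2 in replicate 1 (0.30, others from 0.53), Cdkn1a in replicate 2 (3.73, others up to 3.39) and Tf in replicate 4 (3.48, others up to 2.65). In BYA they were C1qa in replicate 1 (2.92, others from 3.19), Tf in replicate 3 (2.83, others up to 2.55) and Opalin in replicate 4 (-0.01, others up to -1.5). In BYP they were Emx1 (-0.61, others from -0.42), Hba-a1 (5.11, others from 5.78), Junb (3.11, others up to 2.19) and Ppp1r1b (0.19, others from 1.15) in replicate 1. In BYP replicate 3 they were Creb3l1 (1.06, others up to 0.74), Hmox1 (1.23, others up to 0.00) and Rasd1 (0.58, others from 0.82).

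Means of whole lists stood apart in the same way in 8 cases. SNS replicate 2 was at 0.15 for glutamate receptors and at -0.48 for the respiratory chain, and SNS replicate 3 at -0.17 for complement genes. BYS replicate 3 was at 0.00 for synaptic vesicle genes, and BYP replicate 4 at 0.14 for arcuate neuropeptides. BYA replicate 2 was at 1.36 for cytokine genes, at -0.10 for endothelial markers and at 0.14 for heat shock genes.

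BYP and BYA differed, tested as a difference, by 0.99 for Dhrs7, 0.88 for Slc35a4, 1.02 for Tubb2b, 1.03 for Vps4b and a median of -0.62 for blood markers, on the log2 scale. These are weak calls, since 1 other split of the samples gave 24 genes, none of the 4 genes passed in limma with the slide as a random block or with the local trend removed (smallest adjusted p = 0.166 in the latter), and the blood markers had adjusted p = 0.256 with an estimated correlation. A signal also lay in data outside the comparisons above. Of 7758 spots that carry no gene symbol, 1626 changed in BYS against BNS by limma, and 5 changed in BNS against SNS.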

How the results depend on the processing

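Removal of the local trend, its wider window, the centring again after it, genes with at least 9 spots, SNS replicate 2 taken as Cy3, the BYS arrays left out and the correlation of BYA with BYP were chosen after the data were seen, and the other settings here were chosen before the data were examined. For named genes and single lists, a change of sign was counted only where either setting passed the threshold. Except where a sentence says otherwise, the cause of a move was not tested. Signal over background is not part of the deposited values, so what it limits was not analysed, and dim genes are covered by the setting that leaves out the 25% of genes of lowest level.

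Counts of changed genes follow in the order BYS against BNS, BNS against SNS, BYA against BNS, BYP against BNS, BYA against BYS, BYP against BYS, BYP against BYA and BYS against SNS, where the counts reported were 2060, 1, 32, 4, 1153, 1287, 4 and 1007. Quantile normalization gave 2372, 3, 187, 16, 1665, 1945, 2 and 2236. No centring gave 1830, 1, 10, 0, 989, 1220, 1 and 967, and centring on the 75th percentile 1936, 1, 10, 0, 1260, 1425, 3 and 997. The offset before log2 gave 2206, 1, 43, 6, 1263, 1509, 4 and 1189, and complete genes alone 2261, 1, 47, 5, 1256, 1472, 4 and 1157. Leaving out the 25% of genes of lowest level gave 1877, 1, 66, 9, 1270, 1436, 4 and 1480. The brightest spot of each gene gave 1863, 1, 20, 4, 1132, 1190, 3 and 1086, and every spot by itself, with more tests, 5114, 0, 60, 0, 3038, 3239, 5 and 3460. A trended and robust spread gave 1983, 1, 45, 6, 1135, 1266, 4 and 1162.

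The compared groups alone gave 5003, 0, 15, 266, 911, 3201, 0 and 18. No array block gave 4736, 419, 411, 107, 3088, 3947, 11 and 2390, and no dye term 3167, 51, 381, 165, 2078, 2500, 19 and 1928. Cy3 samples alone, with 2 per group, gave 882, 0, 5, 1, 1558, 4482, 0 and 1383, and Cy5 samples alone 789, 504, 12, 0, 113, 0, 0 and 0. The slide as a random block gave 301, 0, 2, 0, 213, 139, 0 and 218. The local trend removed gave 1505, 67, 135, 51, 298, 478, 0 and 222, and its wider window 1304, 27, 95, 28, 283, 418, 0 and 237. Genes with at least 9 spots, which are fewer tests, gave 180, 1, 20, 8, 78, 81, 0 and 32. SNS replicate 2 taken as Cy3 gave 4048, 7, 122, 12, 2581, 3231, 5 and 3019. Without the array of BYS replicates 1 and 2 the counts with BYS were 984, 662, 697 and 590, and without the array of BYS replicates 3 and 4 they were 2084, 1449, 1383 and 1209, for BYS against BNS, BYA and BYP against BYS, and BYS against SNS.

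The direction of a split also turned in settings beyond those given with the results. For BYS against BNS it was 948 up and 1136 down without the array of BYS replicates 3 and 4, and 78 and 102 for genes with at least 9 spots. For BYA against BYS it was 346 and 565 with the compared groups alone, 1282 and 1806 with no array block, and 987 and 1594 with SNS replicate 2 as Cy3. For BYP against BYS it was 824 and 2377, 1394 and 2553, and 1093 and 2138 in the same settings, 1417 and 3065 with Cy3 samples alone, and 691 and 699 without BYP replicate 3. For BNS against SNS, where 1 gene rose, it was 23 and 396 with no array block, 9 and 42 with no dye term, 4 and 500 with Cy5 samples alone, 5 and 62 with the local trend removed, 3 and 24 with its wider window, and 1 and 6 with SNS replicate 2 as Cy3. It was 8 and 21 without SNS replicate 2, 1 and 22 without BNS replicate 3, and 0 and 1 without SNS replicate 1 or for genes with at least 9 spots. The study's test turned it for BNS against SNS (466 and 529), BYP against BNS (346 and 608), BYA against BYS (852 and 928), BYP against BYS (881 and 1333), BYP against BYA (128 and 578) and BYS against SNS (1376 and 1055) unadjusted, and for the same 6 with the fold limit, and for BYS against BNS (339 and 519) after adjustment.

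The unequal-variance test of the study's methods gave 2982, 995, 1341, 954, 1780, 2214, 706 and 2431 unadjusted, 2935, 921, 1286, 899, 1738, 2182, 667 and 2384 with the fold limit, and 858, 0, 0, 0, 54, 181, 0 and 400 after Benjamini-Hochberg adjustment. In limma, where a setting gave 0 genes for BNS against SNS, between 745 and 3845 passed at an unadjusted p under 0.05. For BYP against BNS it was between 304 and 1355, and for BYP against BYA between 82 and 858. With Cy5 samples alone it was 2831 for BYP against BYS and 2992 for BYS against SNS.

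Replicate numbers did not pair the samples, since the correlations of same-numbered samples between groups lay between -0.42 and 0.19, 0 of 10 pairs of groups had all of them above 0.1, and at most 2 of 4 samples correlated best with their own number. With the replicate block in place of the dye term the counts were 1914, 1, 14, 3, 1096, 1230, 4 and 923, and the number of lists that passed was the same in all 8 contrasts.

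With single samples left out the counts ranged from 1027 to 2338 for BYS against BNS, 0 to 29 for BNS against SNS, 9 to 91 for BYA against BNS, 0 to 9 for BYP against BNS, 814 to 1196 for BYA against BYS, 701 to 1390 for BYP against BYS, 1 to 4 for BYP against BYA, and 649 to 1968 for BYS against SNS. Moves of over 1.5 times came without BNS replicate 2 (1252) and BNS replicate 4 (1027) for BYS against BNS, and without BNS replicate 1 (2), BNS replicate 2 (0), BNS replicate 3 (23) and SNS replicate 2 (29) for BNS against SNS. For BYA against BNS they came without BNS replicates 2 (12), 3 (91) and 4 (9) and BYA replicates 1 (51), 2 (15), 3 (14) and 4 (20). For BYP against BNS they came without BNS replicates 2 (0), 3 (8) and 4 (0) and BYP replicates 1 (9), 2 (0) and 3 (0). For BYP against BYS they came without BYP replicate 1 (709) and BYP replicate 4 (701), for BYP against BYA without BYP replicates 1 (1), 2 (1), 3 (2) and 4 (1), and for BYS against SNS without SNS replicate 1 (649) and SNS replicate 2 (1968).

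The numbers of lists that passed were 5, 3, 7, 13, 2, 2, 1 and 2 in the same order of contrasts. With an estimated correlation they were 0, 0, 2, 4, 0, 0, 0 and 0, and by fry 13, 0, 3, 0, 1, 1, 0 and 1. Quantile normalization gave 0 for BNS against SNS, BYA against BYS and BYP against BYS. Leaving out the 25% of genes of lowest level gave 1 for BNS against SNS and 1 for BYS against SNS, no array block gave 2 for BYP against BYA, and SNS replicate 2 as Cy3 gave 0 for BNS against SNS. The local trend removed gave 5 for BYP against BYS, 4 for BYP against BYA and 9 for BYS against SNS. With single samples left out the numbers ranged from 4 to 5, 1 to 3, 6 to 7, 6 to 13, 2 to 2, 2 to 3, 1 to 4 and 1 to 3. The moves of over 1.5 times came without SNS replicate 2 (1) for BNS against SNS, BNS replicate 3 (6) and BYP replicate 1 (6) for BYP against BNS, BYS replicate 3 (1) for BYS against SNS, and BYA replicates 1 (3), 3 (4) and 4 (2) and BYP replicate 2 (2) for BYP against BYA. In BNS against SNS the respiratory chain turned to -0.0429 under quantile normalization and to -0.0570 with SNS replicate 2 as Cy3, and the ribosomal proteins turned to -0.0704 with the latter. Rps6 in BYS against BNS turned to 0.10 with its brightest spot. Without SNS replicate 2 the respiratory chain in BNS against SNS was at -0.0369, and without BYP replicate 2 the markers of other hypothalamic nuclei in BYP against BNS were at 0.13 (adjusted p = 0.0504).

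The WPR of BYS over all genes, 1.07, was 2.27 after quantile normalization, 1.99 with values scaled to the median gene and 12.3 with SNS in place of BNS. It ranged from 0.655 without BNS replicate 3 to 1.41 with single samples left out. PRE over all genes ranged from -23.6% to 58.5% for ACTH and from -30.5% to 70.2% for PMX53, and both were highest without BNS replicate 3. In the 5 synapse lists it ranged from 39.8% to 80.7% for ACTH and from 36.0%, for GABAergic genes without BYP replicate 4, to 83.1% for PMX53. With SNS in place of BNS the PRE for PMX53 was 32.7% for glutamatergic, 24.7% for cholinergic and 46.4% for serotonergic genes. With the local trend removed and samples centred again, the PRE over all genes was -40.0% for ACTH and -30.2% for PMX53, and in the 5 lists 35.1% or more and 44.4% or more. The values over all genes include Plin1, without which the PRE on the deposited values was 57.5% and 72.4%. The regulated share of serotonergic genes, 16.2%, was 31.2% after quantile normalization, but 8.75% with the local trend removed or without BYS replicate 2, and 7.5% with limma calls. GER for ACTH, 45.7%, was 59.1% with the dyes compared separately, 98.1% with limma calls and 30.0% with the local trend removed, or 18.3% with samples centred again, and ranged from 26.1% without BYS replicate 1 to 62.4%. GER for PMX53, 58.9%, was 99.8% with limma calls and 37.7% with the local trend removed and samples centred again, and ranged from 43.0% to 70.4%. The percent regulated in BYS, 22.1%, was 38.6% after quantile normalization, 29.3% without the 25% of genes of lowest level, 14.9% with the dyes compared separately, 15.5% with limma calls, 17.9% with SNS in place of BNS and 14.6% with the local trend removed, or 11.4% with samples centred again, and ranged from 15.4% to 22.5% with single samples left out.

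Correlations of log2 changes moved under quantile normalization to 0.41 for BYS with BYP, 0.82 for BYS against its references and -0.32 for BNS against SNS with BYS against BNS. With the controls split they were 0.43 for BYS with BYA, 0.34 for BYS with BYP, 0.39 for BYS against its references, -0.47 for BNS against SNS with BYS against BNS, and 0.48 for BYA with BYP. With the local trend removed the same correlations were 0.58, 0.51, 0.57, -0.70 and 0.72. Of the other values, over all settings except samples left out, 3881 values of named genes kept their side of the threshold, 444 lost it and 193 gained it, and for single lists 195 kept it and 82 lost it. With single samples left out, 1668 values of named genes kept it, 122 lost it and 10 gained it, and for single lists 236 kept it and 44 lost it.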

Other observations

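The contrast of all spasm groups with both groups without spasms and the comparison with values quoted from the study, as well as the test over slide means, were chosen after results were seen, and the expected outcomes of the tests of other splits were written after their values were seen.

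The 3 groups that received NMDA were set together against the 2 groups that did not, which no comparison above does. All 3 were exposed to betamethasone before birth and SNS was not, so that exposure is partly confounded with NMDA. Ccl3, the chemokine, was higher by 3.28 ± 0.53 (adjusted p = 0.00705 by limma), Cort, the neuropeptide cortistatin, by 1.12 ± 0.19 (adjusted p = 0.00719), and Tf, which carries iron, by 1.13 ± 0.18 (adjusted p = 0.00705). Fkbp5, induced by glucocorticoids, was higher by 1.00 ± 0.16 and Nfkbia by 0.97 ± 0.15. Pth2, a neuropeptide, was higher by 0.82 ± 0.11 (adjusted p = 0.00476), with means of -0.72 in BYS, -0.22 in BYA and -0.66 in BYP. Its mean was lower in BNS (-1.72) than in SNS (-0.98), so part of its difference rests on low values in BNS. Slc16a1, the monocarboxylate transporter that carries lactate, was lower with a difference of -0.90 ± 0.13 (adjusted p = 0.00705). For it BYP, at 0.55, lay nearer to SNS (0.78) and BNS (0.82) than to BYS (-0.68) or BYA (-0.18). The genes named here were chosen after their values were seen. In none of them did all samples with NMDA lie apart from all samples without, as they did in 11 of the 259 changed genes. In all, 123 genes were higher and 136 lower, 276 changed with the local trend removed, of which 153 were shared, and with the slide as a random block, where the spread between slides comes from SNS replicate 2, 1 gene, Pth2, remained (adjusted p = 0.0280).

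As lists in that contrast, immediate early genes (median 0.56, adjusted p = 2.58e-11), glucocorticoid responsive genes (median 0.49, adjusted p = 2.58e-11), complement genes (median 0.33, adjusted p = 2.72e-07), microglia markers (median 0.33, adjusted p = 3.43e-05), cytokine genes (median 0.30, adjusted p = 7.93e-06) and oligodendrocyte markers (median 0.39, adjusted p = 0.00105) were higher. Astrocyte markers, heat shock genes, hypoxia genes and the genes the study named passed with medians of 0.17, 0.15, 0.15 and 0.14. The 5 synapse lists had medians between -0.03 and 0.02 and did not pass. In limma over the means of the 6 slides, 3 with NMDA and 3 without, immediate early, glucocorticoid responsive, complement, microglia and cytokine lists were higher (largest adjusted p = 0.0157). Oligodendrocyte markers, astrocyte markers, heat shock genes, hypoxia genes and the genes the study named did not pass (smallest adjusted p = 0.0821). Of the 3 slides without NMDA, 2 hold SNS, and 1 of those holds SNS replicate 2 alone, whose dye label is in doubt. An exact permutation test over the 20 assignments of the slides cannot give a p under 0.1.

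Whether chance division of the samples gives as many changed genes was tested by refitting all 35 splits of the 8 samples of each contrast. Where the real split alone, 1 of 35, reached its count, chance division of single samples is argued against but not excluded. In the other splits the group difference enters the spread and the array correlation, which can lower their counts. Splits that keep the samples of an array together number 3, the real 1 included, too few for a share under 0.05. The real split alone reached its count for BYS against BNS (2060, highest other split 33), BYA against BNS (32, highest other 0), BYP against BNS (4, highest other 0), BYA against BYS (1153, highest other 82, in a split that follows the arrays), BYP against BYS (1287, highest other 8) and BYS against SNS (1007, highest other 113). The splits give nothing against chance for BNS against SNS. There 2 of 35 splits, the real 1 included, gave as many genes as the real count of 1, and the highest other gave 2. The same holds for BYP against BYA, where 2 of 35 did, with a real count of 4 and a highest other of 24. The split that gave 24, several times the real count, put BYP replicates 1 and 3 with BYA replicates 2 and 3 and can point to a structure of the samples other than the treatment, which was not tested.

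SNS replicate 2, labelled Cy5, had a correlation of -0.36 with the axis that separates the dyes, where the other 9 Cy5 samples had 0.36 to 0.83 and the Cy3 samples -0.80 to -0.46. It lacked a value at 95 spots, against 4286 to 10147 in the other Cy5 samples.

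The WPR of BYS over all genes here was 1.07. That is lower than the value quoted from the study above, though with SNS in place of BNS it is higher, and WPR scales with the unit of the values, which is not given and need not be that of the study. The WPR of the GABAergic list in BYS here was 0.924. That too is lower than the value quoted above, with the same reservation about the unit. The share of serotonergic genes regulated in BYS here was 16.2%. This is lower than the value quoted above, but higher after quantile normalization and lower still in other settings, and neither the list nor the fold limit is identical to the study's.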
